A study of Saccharomyces cerevisiae with 11 samples.

How the data were processed

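Micrococcal nuclease cuts the DNA between nucleosomes, so sequencing the fragments it leaves maps nucleosome occupancy. The 11 libraries came from Saccharomyces cerevisiae of the BY4742 background in which both topoisomerases, Top1 and Top2, carry an auxin-inducible degron (AID), a tag that leads to the degradation of the protein when the plant F-box protein OsTIR1 and auxin are both present. One strain lacked OsTIR1 and the other expressed it from the ADH1 promoter. All cultures grew in galactose medium, and part of the OsTIR1 culture received 500 uM auxin before fixation. Spheroplasts were digested with 0.01171875 U (low dose) or 0.1875 U (high dose) of nuclease, per the labels.

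Each deposited file held, for 17 contigs (the 16 nuclear chromosomes and the mitochondrial genome), the number of fragments over every base as whole-number coverage, the number of fragments of the contig, and a second coverage list. The authors had filtered their alignments to fragments of 95 to 225 bp, per the text inside the deposited files. The second list equalled the first divided by the contig's own fragment number in all 11 files, with a largest difference of 0, so it scaled each contig separately and was not used further. The aligner, the genome build and the handling of duplicates are stated neither in the labels nor in the files. A size filter narrows the range of fragment lengths that can be compared between digestion levels.

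Gene positions came from an annotation of assembly R64, while the files name no build, so no coordinates are printed. All protein-coding ORFs of the annotation lay inside the contigs of the files (0 outside). The fit between annotation and files was checked in 1 library by aligning the mean start-codon profile of each of 32 pieces (every chromosome split at its midpoint) to that of all other ORFs. The largest shift was 13 bp and the median 4 bp, with shifts up to 100 bp allowed. ORFs within 1000 bp of a contig end or in the rDNA were left out, which left 5962 of 6021. No genome sequence was used here, so GC content could not enter any fit.

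Coverage was divided by each library's mean over the nuclear chromosomes without the rDNA and is called relative coverage. It has no absolute scale: a rise at one place must be balanced elsewhere. Promoters were the 250 bp upstream of the start codon, and bodies the whole ORF. Promoters and bodies with a mean relative coverage of at least 0.1 (5958 promoters and 5959 bodies) were tested on log2(relative coverage + 0.1) with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. The model had a term for state (no OsTIR1, OsTIR1 untreated, OsTIR1 with auxin) and one for labelled dose, over all 11 libraries. Two-sided p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Log2 changes are on this pseudocount scale and understate changes of features with low coverage.

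Values per library were the log2 ratio of mean promoter to mean body coverage, the position of the highest point of the mean profile between 50 bp upstream and 150 bp downstream of the start codon (the +1 nucleosome), the spacing and the peak-to-trough amplitude of the first 4 nucleosomes in ORFs of at least 1000 bp, the coverage of the region between GAL10 and GAL1, the mean coverage of the GAL7, GAL10 and GAL1 bodies, the mean log2 ratio of the last 500 bp to the 500 bp starting 500 bp into ORFs of at least 2000 bp (1310 ORFs), and the coverage of the 700 bp upstream of ADH1. Where no regular array could be read, the highest point near the start codon need not be the +1 nucleosome. Profiles were smoothed over 21 bp. Each further nucleosome was sought 120 to 220 bp beyond the last, and a maximum on the edge of that range gave no spacing or amplitude. Differences are the mean of the differences within labelled doses (for the dose comparison, within states), tested by two-sided exact permutation within those strata. The 22 permutation tests form one family for the Benjamini-Hochberg adjustment. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used.

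Groups followed the labels throughout: no OsTIR1 at each dose (n = 2 and 2), OsTIR1 untreated at each dose (n = 2 and 2), OsTIR1 with auxin at the low dose (n = 1) and at the high dose (n = 2). For 4 libraries the labelled dose differed from the one in the name of the deposited file, and for 1 of these the auxin state differed as well; no library was moved. Digestion was measured in 2 ways: the mean fragment length (nuclear coverage divided by nuclear fragments), and a projection index, the position of a library on the high minus low difference of the 4 libraries without OsTIR1 over 12024 bins of 1 kb. The index sets the means of those 4 libraries to 0 and 1, so it is informative for the others only. Replicate agreement was Pearson's r over the same bins.

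Genes named in the text were those of a list of 15 fixed before the data were examined (GAL1, GAL10, GAL7, GAL2, GAL3, GAL4, GAL80, GCY1, ADH1, TOP1, TOP2, HIS3, LEU2, LYS2 and URA3) and, per limma result, at most 5 past the threshold with the largest change whose groups did not overlap; neighbours of such genes come from the annotation. Designs and most alternatives were fixed at the same time: other pseudocounts, filters, scalings, dose terms, subsets of libraries, a replicate block, smoothing, window lengths and leaving out each library. Fits with fragment length as the dose term, and fits within libraries of like fragment length (6 with a mean under 145 bp and 5 at or above it), were added after the data were examined.

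The limma steps were tested on simulated values made from the means and residual spreads of each fit, with 200 features changed by 1 on the log2 scale. With labelled dose and all 11 libraries, 25.5% of changed promoters and 72% of changed bodies were recovered for auxin, 29.5% and 81% for the strain, and 44% and 88.5% for the dose. In the simulation of the 6 libraries with short fragments, 92% of promoters and 98% of bodies were recovered for auxin. The simulated noise was independent between features. Peak finding on 4 simulated profiles erred by at most 0.4 bp in spacing and 1 bp in position. Depth ranged from 9220720 to 31178329 fragments per library, or a mean coverage of 111 to 332 over the nuclear chromosomes, so counting error is small against the differences between libraries. Intervals of shares are Wilson intervals of 95% and cover counting error only, since duplicates are not marked.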

Results

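Nucleosome occupancy was profiled by micrococcal nuclease sequencing in 11 libraries of yeast grown in galactose. The question was how nucleosomes change when both Top1 and Top2 are depleted, with the strain lacking OsTIR1 and the untreated OsTIR1 strain as controls. The groups were no OsTIR1 at the low and the high nuclease dose (2 libraries each), untreated OsTIR1 at the low and the high dose (2 each), and OsTIR1 with auxin at the low dose (1 library) and the high dose (2 libraries). Without OsTIR1, replicates 1 and 2 held 18268564 and 13798850 fragments at the low dose, and 31178329 and 11182766 at the high dose. Untreated OsTIR1 held 15852569 and 18867440 at the labelled low dose, and 24071331 and 9220720 at the labelled high dose. With auxin there were 19329340 fragments at the labelled low dose, and 16067852 and 15804554 at the labelled high dose. Mean nuclear coverage ran from 111 to 332 fragments per base.

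The labels of 4 libraries were at odds with the names of the deposited files in the nuclease dose: OsTIR1 untreated low replicate 2, OsTIR1 untreated high replicate 2, auxin low replicate 1 and auxin high replicate 1. For OsTIR1 untreated high replicate 2 the auxin state also differed. Groups below follow the labels, and every direction drawn from the OsTIR1 libraries rests on labels that are open to this doubt. These libraries are therefore called the libraries labelled so.

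The degron acts on the protein, so DNA coverage of TOP1 and TOP2 cannot show the depletion. The relative coverage of the TOP1 body, on chromosome XV, was 0.707 ± 0.218 (SD, n = 4) without OsTIR1, 0.724 ± 0.185 (SD, n = 4) in the libraries labelled OsTIR1 untreated and 0.781 ± 0.110 (SD, n = 3) in those labelled auxin. The TOP2 body, on chromosome XIV, had 0.865 ± 0.139 (SD, n = 4), 0.879 ± 0.150 (SD, n = 4) and 0.897 ± 0.0986 (SD, n = 3) in the same order. The spread within each of these states exceeded the differences between them.

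Marker genes gave a check of the strains. The bodies of LEU2 and URA3 were at 0 in all 4 libraries without OsTIR1, and the body of LYS2 reached at most 0.00233 of the library mean there. In the 7 libraries labelled OsTIR1, none of these 3 genes exceeded 0.00111. The HIS3 body, on chromosome XV, separated the strains: it lay between 0.210 and 0.384 without OsTIR1 and at no more than 0.000349 in the 7 OsTIR1 libraries. HIS3 was the only body or promoter past the threshold in the planned strain comparison, with a log2 change of -2.00 (limma, SE 0.117, adjusted p 0.000117), lower in 4 of 4 libraries labelled OsTIR1 untreated. That value is set by the pseudocount, because the OsTIR1 libraries were at or near 0. With a pseudocount of 1, with a filter at 0.5, or with eBayes using trend and robust fitting, limma called 0 bodies.

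Replicates without OsTIR1 correlated closely over 1 kb bins, with r of 0.975 at the low and 0.939 at the high dose. The pairs that share a label in the OsTIR1 strain correlated weakly: r was 0.288 for OsTIR1 untreated low, 0.334 for OsTIR1 untreated high and 0.399 for auxin high. Among the 7 libraries whose label and file name match, pairs of the same dose had r from 0.866 to 0.979, and pairs of different doses from 0.216 to 0.503. Each of the other 4 libraries had a mean r of 0.148 to 0.402 with the matching libraries of its labelled dose, and of at least 0.845 with those of the other dose. The setting that moved these values most was 200 bp bins, which gave 0.0606 for OsTIR1 untreated low.

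Mean fragment length left a gap between 140.3 bp and 149.8 bp, with 6 libraries below it (the short-fragment libraries) and 5 above it (the long-fragment libraries). This division was made after the data were examined and follows no labelled group of the study. It matches the dose in the deposited file names in all libraries: the short-fragment ones are named high dose and the long-fragment ones low dose. Mean fragment length was 161 bp and 160.3 bp in the libraries without OsTIR1 at the low dose, and 134 bp and 140.3 bp at the high dose. In the OsTIR1 strain it was 149.8 bp and 132 bp in the untreated libraries labelled low dose (replicates 1 and 2), and 131 bp and 162 bp in those labelled high dose. With auxin it was 129 bp in the library labelled low dose, and 150.1 bp and 129 bp in those labelled high dose. On the projection index, which sets the mean of the low-dose libraries without OsTIR1 to 0 and that of their high-dose counterparts to 1, the 2 libraries labelled low dose whose file name differs lay at 1.06 and 1.07. The 2 labelled high dose whose file name differs lay at 0.373 and 0.404.

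**Figure D1:**
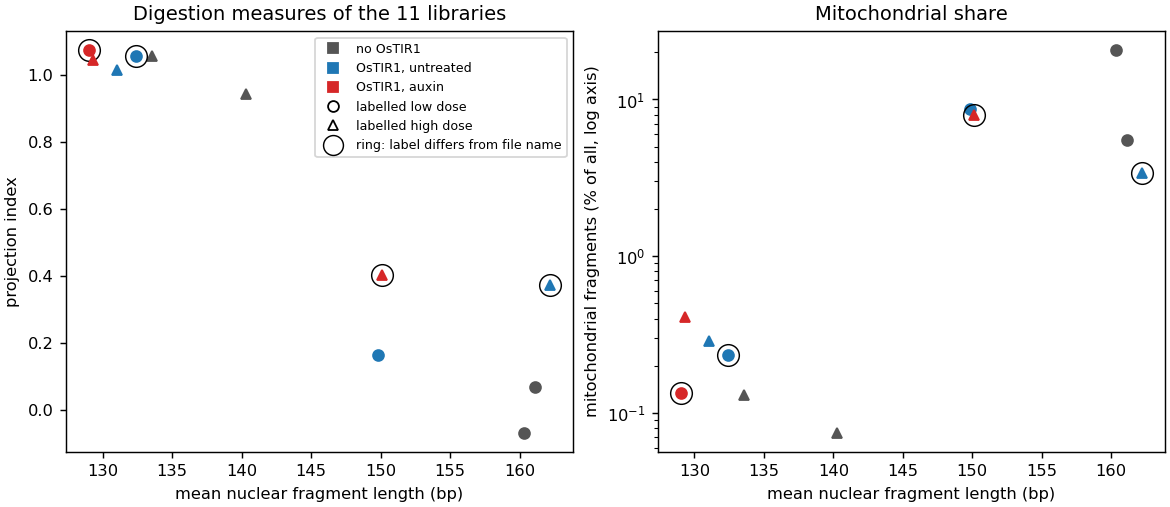
Projection index (left, no unit) and share of mitochondrial fragments (right, percent on a log axis) against mean nuclear fragment length in bp, one point per library; colour gives the state, shape the labelled dose, and a ring marks the 4 libraries whose label differs from the file name. The 6 short-fragment libraries have an index of 0.943 or more, and the other 5 of 0.404 or less.

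The dose comparison asked how promoters and bodies respond to more nuclease. With the labels as given and all 11 libraries, limma called 0 of 5958 promoters and 0 of 5959 bodies between the high and the low dose; 8 promoters and 262 bodies had an unadjusted p under 0.05. The alternative that moved this most was restricting the fit to the 7 libraries whose label and file name match: 5147 promoters were then called, 4898 of them lower at the high dose, and 5030 bodies, 4390 higher and 640 lower.

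Around start codons, all libraries had a minimum upstream. It reached 0.557 to 0.632 of the library mean in the short-fragment libraries, which had regular nucleosomes downstream. In the long-fragment libraries it stayed between 1.08 and 1.42, below a peak on either side. The promoter-to-body log2 ratio was 0.83 ± 0.11 (SD, n = 2) without OsTIR1 at the low dose and -0.30 ± 0.12 (SD, n = 2) at the high dose. For untreated OsTIR1 it was 0.15 ± 0.74 (SD, n = 2) labelled low and 0.094 ± 0.58 (SD, n = 2) labelled high, and with auxin -0.40 in the only library labelled low and 0.098 ± 0.61 (SD, n = 2) labelled high. Over all 11 libraries the high dose differed from the low by -0.23 (exact permutation p 0.491, BH-adjusted p 0.978). In the matching libraries alone it differed by -1.06, with an exact permutation p of 0.167, the smallest that 12 arrangements allow. Without OsTIR1, the highest point near the start codon lay at -34.5 ± 4.95 bp (SD, n = 2) at the low dose and 11.5 ± 4.95 bp (SD, n = 2) at the high dose, with positive values downstream. No regular array could be read at the low dose, so that point need not be the +1 nucleosome there. By labels over all libraries the position of the highest point differed by 12.7 bp between doses (exact permutation p 0.426, BH-adjusted p 0.978).

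**Figure D2:**
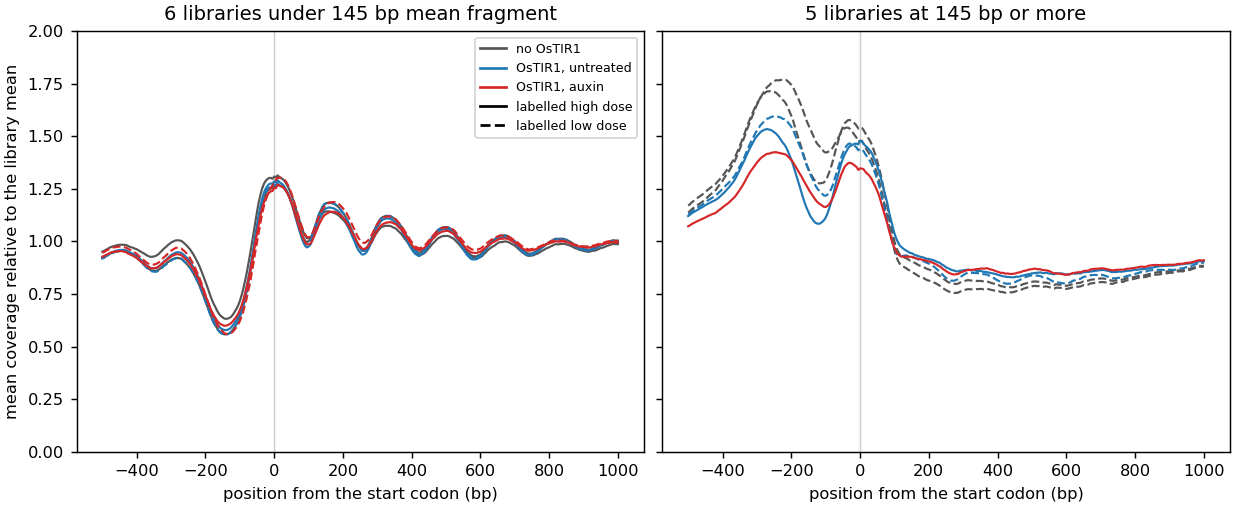
Mean coverage relative to the library mean from 500 bp upstream to 1000 bp downstream of the start codons of 5962 ORFs, one line per library, with colour for the state and line style for the labelled dose. The upstream minimum lies at 0.557 to 0.632 in the 6 short-fragment libraries (left) and at 1.08 to 1.42 in the 5 long-fragment ones (right).

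The auxin comparison asked what changes when the topoisomerases are depleted. With the labels as given, limma called 0 promoters and 0 bodies between the libraries labelled auxin and those labelled OsTIR1 untreated; 0 promoters and 17 bodies had an unadjusted p under 0.05. Among the 15 genes of the fixed list, of which 12 passed the filter, none was past the threshold over all genes, and none adjusted over the list alone. The fit planned without the library of disputed auxin state, and with the projection index in place of dose, called 9 promoters, all higher with auxin, and 712 bodies, 426 higher and 286 lower. With fragment length in place of the index, an alternative chosen after seeing the data, the same libraries gave 0 promoters and 0 bodies, with 245 and 1344 at an unadjusted p under 0.05. Restricting the fit to the 6 short-fragment libraries, also chosen after seeing the data, gave 27 promoters (25 higher) and 192 bodies (174 higher). With all 11 libraries, limma called 0 promoters and 0 bodies with the projection index (311 and 472 at an unadjusted p under 0.05) and with fragment length (162 and 517). The 7 libraries whose label and file name match gave 5 promoters and 0 bodies (141 and 290 at an unadjusted p under 0.05), with 1 auxin library. The 5 long-fragment libraries gave 0 promoters and 0 bodies by limma, with 98 and 68 at an unadjusted p under 0.05. Both non-zero counts of bodies changed widely when single libraries were left out. Leaving out OsTIR1 untreated low replicate 2 took the 712 bodies to 111 and the 192 bodies to 0. The 712 fell to 130 and 156 without either other library labelled untreated OsTIR1 in that fit. The 192 fell to 10, 10 and 6 without any of 3 further libraries, and rose to 1155 without auxin high replicate 2.

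In the 6 libraries with short fragments, the bodies named by the fixed rule were YPR064W with a log2 change of 1.05 (limma, SE 0.153, adjusted p 0.0222), YMR242W-A with 1.04 (SE 0.112, adjusted p 0.0148), YLR111W with 1.03 (SE 0.173, adjusted p 0.0288), BRP1 (YGL007W) with 0.95 (SE 0.141, adjusted p 0.0231) and YOR376W with 0.95 (SE 0.0803, adjusted p 0.00910). The promoters named were those of YGL007C-A (1.17, adjusted p 0.00161), BRP1 (1.13, adjusted p 0.00161), YLR111W (1.06, adjusted p 0.00627), YLR112W (1.04, adjusted p 0.0482) and YKL097C (1.01, adjusted p 0.00240). All were higher in 2 of 2 short-fragment auxin libraries than in 2 of 2 short-fragment untreated libraries, which the naming rule required. Several lay below the pseudocount of 0.1 when untreated, such as the YLR111W body at 0.0431 and 0.0165. All were also higher in the less digested of the 2 short-fragment libraries without OsTIR1 (YPR064W body 0.188 against 0.0932). Digestion can thus move these values, though the auxin libraries had the shorter fragments (129 bp, against 131 bp and 132 bp untreated). The long-fragment libraries, with 1 auxin library and 2 labelled untreated, gave no common direction. There, 4 of the 5 promoters and 4 of the 5 bodies were lower with auxin than in OsTIR1 untreated low replicate 1. Against the library of disputed auxin state, 4 promoters and 3 bodies were higher. The promoters of YGL007C-A and BRP1 face each other across 232 bp, so they share reads. YLR112W starts 67 bp beyond YLR111W on the same strand, so its promoter of 250 bp overlaps the YLR111W body and shares reads with it. YGL007C-A lies 274 bp from PMA1, YLR111W 292 bp from CCW12, YMR242W-A 76 bp from RPL20A and YOR376W 148 bp from GDH1. Of the fixed list, the bodies of GAL1 (0.37), GAL10 (0.27), GAL3 (0.30) and GAL80 (0.26) were past the limma threshold over all genes in these 6 libraries, with adjusted p from 0.0303 to 0.0382; 7 bodies were past it adjusted over the list alone. The GAL1 promoter (0.82, adjusted p 0.0434) was the only one of the list past it over all genes, and 3 promoters were past it adjusted over the list alone. Besides GAL1 these were GAL7, higher with auxin (0.55, limma adjusted p over the list 0.00209), and TOP2, lower with auxin (-0.33, 0.0473). None of these GAL genes was past the threshold over all genes in the fit with labelled dose or in the fit with fragment length and without the library of disputed auxin state. In the latter, 3 bodies passed adjusted over the list alone: GAL3 (0.40, limma adjusted p over the list 0.00503), GAL80 (0.33, 0.00503) and GAL10 (0.27, 0.0421).

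The cells grew in galactose, which switches on GAL7, GAL10 and GAL1, neighbours on chromosome II. Coverage between GAL10 and GAL1 (668 bp) was 2.18 ± 0.375 (SD, n = 2) without OsTIR1 at the low dose and 0.172 ± 0.0468 (SD, n = 2) at the high dose. By labels it differed with auxin by -0.290 (exact permutation p 0.833) and between strains by -0.318 (exact permutation p 0.667). The auxin difference changed sign among the 6 short-fragment libraries, where it was 0.0923 (0.202 ± 0.0771 with auxin, 0.109 ± 0.0287 untreated, SD, n = 2 each, exact permutation p 0.333, the smallest possible). The mean coverage of the GAL7, GAL10 and GAL1 bodies differed with auxin by 0.0230 by labels (exact permutation p 0.944), and by -0.0326 when scaled to the median ORF body. In the short-fragment libraries it was 0.696 ± 0.0234 (SD, n = 2) with auxin and 0.563 ± 0.0211 (SD, n = 2) untreated, a difference of 0.132 (exact permutation p 0.333, again the smallest possible).

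**Figure D3:**
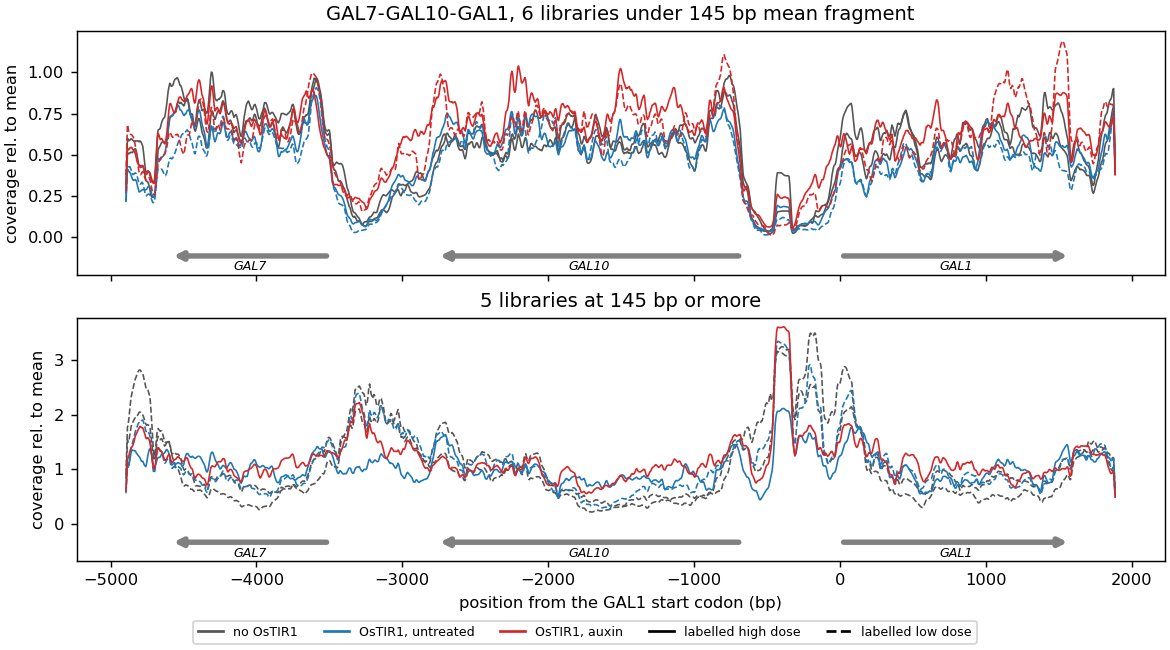
Coverage relative to the library mean, smoothed over 21 bp, along GAL7, GAL10 and GAL1 (arrows point in the direction of transcription), in bp from the GAL1 start codon; one line per library, colour for the state, line style for the labelled dose. The region between GAL10 and GAL1 lies near 0.172 in the short-fragment libraries without OsTIR1 (top) and near 2.18 in the long-fragment ones (bottom).

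Nucleosome spacing could be read in the 6 libraries with short fragments only. It was 161.9 ± 0.141 bp (SD, n = 2) without OsTIR1 at the high dose, 162 bp and 161.9 bp in the 2 untreated OsTIR1 libraries, and 159.3 bp and 160.4 bp in the 2 auxin libraries. The difference with auxin was -2.1 bp, with an exact permutation p of 0.5 within labelled doses, the smallest that 4 arrangements allow. Its direction did not hold without smoothing, where it was 0.5 bp. Over ORFs with no other ORF within 300 bp upstream, the spacing was 156.5 bp and 156.6 bp with auxin and 166 bp and 158.5 bp untreated. The short-fragment libraries without OsTIR1 had 156.4 bp and 167 bp there, so the auxin and untreated values lay within the range of these like libraries. The peak-to-trough amplitude was 0.203 and 0.195 of the mean coverage in the untreated and 0.162 and 0.168 in the auxin libraries, a difference of -0.0339 (exact permutation p 0.5, the smallest possible). The 2 libraries without OsTIR1 lay at 0.188 and 0.165.

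The log2 ratio of coverage near the 3 prime end to that near the 5 prime end of ORFs of at least 2000 bp was measured because topoisomerases relieve the strain of long transcription. It was 0.82 ± 0.020 (SD, n = 2) without OsTIR1 at the low dose and 0.20 ± 0.053 (SD, n = 2) at the high dose. By labels it differed with auxin by -0.21 (exact permutation p 0.444; smallest possible 0.0556) and between strains by -0.12 (exact permutation p 0.611). In the short-fragment libraries it was 0.094 ± 0.0051 (SD, n = 2) with auxin and 0.16 ± 0.0067 (SD, n = 2) untreated, a difference of -0.070 (exact permutation p 0.333, the smallest possible).

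The strain comparison serves to show what OsTIR1 changes without auxin. By labels limma called 0 promoters, with 1 at an unadjusted p under 0.05, and 1 body, HIS3, with 11 at an unadjusted p under 0.05. The ADH1 promoter (250 bp, chromosome XV) was the only promoter of the fixed list past the threshold adjusted over the list alone (log2 change 0.88, SE 0.217, limma adjusted p over the list 0.0296, over all genes 0.999). It passed over all genes with fragment length as the dose term and without the library of disputed auxin state (0.89, limma adjusted p 0.00440), where 1 promoter was called. In the short-fragment libraries 3 promoters were called: ADH1 higher (0.77, adjusted p 0.0184), MRM1 lower (-1.03, adjusted p 0.00228) and HIS3 lower (-0.80, adjusted p 0.0184). MRM1 and HIS3 are neighbours 237 bp apart and share their promoter reads. Adjusted over the list alone, limma also called GAL genes lower in untreated OsTIR1 than without OsTIR1 in these 6 libraries. These were the bodies of GAL1 (-0.26), GAL7 (-0.24) and GAL2 (-0.22), each with an adjusted p of 0.0168, and the GAL7 promoter (-0.49, adjusted p 0.00389). None passed over all genes (adjusted p 0.999 or more). The rise of GAL1 with auxin thus started from an untreated level below that without OsTIR1. With fragment length as the dose term and without the library of disputed auxin state, these 4 strain changes were above 0 and none passed. In that fit the GAL10 promoter was called higher in untreated OsTIR1 over the list alone (0.74, limma adjusted p over the list 0.0461, over all genes 0.108). Coverage of the 700 bp upstream of ADH1 was 1.46 ± 0.601 (SD, n = 7) with OsTIR1 and 1.15 ± 0.522 (SD, n = 4) without, a difference of 0.294 within labelled doses (exact permutation p 0.467, smallest possible 0.00667). Within subsets the OsTIR1 libraries were higher by 0.292 in the short-fragment libraries (exact permutation p 0.0667), by 0.482 in the long-fragment libraries (exact permutation p 0.1) and by 0.309 in the 7 matching libraries (exact permutation p 0.0556). Each of these p-values is the smallest possible. Over 400 bp the difference was 0.693 (exact permutation p 0.04).

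None of the 22 exact permutation tests was past 0.05 after Benjamini-Hochberg adjustment; the adjusted values ran from 0.978 to 1. The tests of auxin, and of untreated OsTIR1 against no OsTIR1, could not go below 0.0556 within labelled doses, so they could not pass on their own. The ADH1 test, of all OsTIR1 libraries against no OsTIR1, could reach 0.00667, and no dose test could go below 0.00926. A single test at either value would not pass after adjustment over the 22 tests. Tests of a difference between doses in the auxin and strain effects (limma interaction) called 0 promoters and 0 bodies. At an unadjusted p under 0.05 there were 52 promoters and 69 bodies for auxin, and 30 and 44 for the strain.

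**Figure D4:**
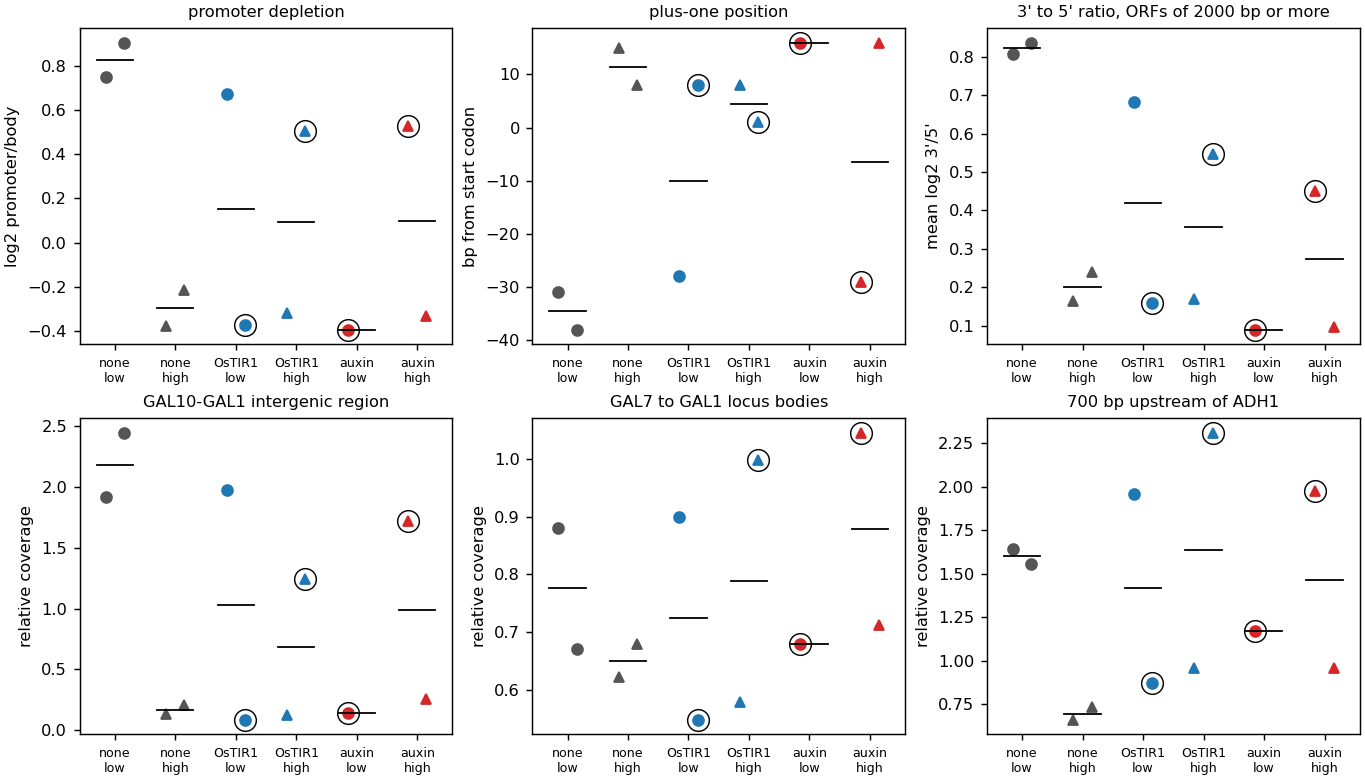
Values of 6 measures per library in the 6 labelled groups (none, no OsTIR1), one point per library with the group mean as a bar; units are on each axis, colour and shape follow state and labelled dose, and a ring marks a library whose label differs from the file name. Within the OsTIR1 groups of 2, the replicates lie far apart in most panels, as with the promoter-to-body log2 ratio of 0.15 ± 0.74 (SD, n = 2) for untreated OsTIR1 labelled low.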

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

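The test in this part was chosen after the result was seen. Mitochondrial fragments, which enter no comparison of the report, took a larger share in the OsTIR1 libraries labelled high dose than in the libraries without OsTIR1 at that dose. The latter had 0.129% (Wilson 95% interval 0.128 to 0.131%) and 0.0750% (0.0734 to 0.0766%). The lower of the 2 untreated OsTIR1 libraries had 0.287% (0.285 to 0.289%), and the lower of the 2 auxin libraries had 0.412% (0.409 to 0.416%). The intervals cover counting error only.

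A candidate explanation is that some libraries were digested with another dose than their label says. The share separated the 2 classes of fragment length whatever the labelled dose: the lowest share of a long-fragment library was 3.41%, and the highest of a short-fragment library was 0.412%. Within the classes it did not follow fragment length. The longest of the short-fragment libraries (140.3 bp) had the lowest share of all, 0.0750%, and the longest of the long-fragment libraries (162 bp) had the 3.41%. The upper members of both OsTIR1 pairs, 3.41% and 7.97%, are libraries whose labelled dose differs from the file name. The lower members, at 0.287% and 0.412%, carry matching labels, so wrong labels do not account for their distance from the libraries without OsTIR1. Whatever their label, the short-fragment OsTIR1 libraries had 0.135% to 0.412%, against 0.0750% and 0.129% without OsTIR1. The long-fragment libraries had 3.41%, 7.97% and 8.70% with OsTIR1 and 5.53% and 20.6% without, so a higher share with OsTIR1 did not hold among them. For the lower members, a strain difference and a difference in digestion or in the yield of mitochondrial DNA remain open and were not tested. No genome sequence was used, so a GC effect on the mitochondrial share was not tested either.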

How the results depend on the processing

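The fits with mean fragment length as the dose term, and those within the short-fragment or the long-fragment libraries, were chosen after the results were seen; the other alternatives were planned. Over 33 results, 508 alternatives were computed. Of those that leave out 1 library, 250 kept direction and side of the threshold and 26 reversed. Of the rest, 194 kept both, 12 reversed, 25 counts or correlations moved and 1 result passed the threshold. The planned corrections for GC content (a GC slope as the digestion measure, and a loess on GC) were not run, because no genome sequence was used. The cause of the changes below was not tested, except where stated.

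The limma counts of the report changed as follows. With the projection index, with fragment length, and with either of these without the library of disputed auxin state, 1 promoter was called for the strain. In the 7 libraries whose label and file name match, limma called 5 promoters for auxin, 3 for the strain and 5147 for the dose, and 5030 bodies for the dose. Only 1 auxin library and 1 untreated OsTIR1 library at the high dose, and no auxin library at the low dose, remain there, so the auxin call assumes that a lone library varies like the others. Without the library of disputed auxin state and with the projection index, 9 promoters and 712 bodies were called for auxin. In the 6 short-fragment libraries 27 promoters and 192 bodies were called for auxin and 3 promoters for the strain. For bodies and the strain the count fell from 1 to 0 with a pseudocount of 1, with a filter at 0.5, which removes HIS3, and with trend and robust fitting. Leaving out any 1 library left all 6 counts with labelled dose as they were (0, 0 and 0 promoters and 0, 1 and 0 bodies for auxin, strain and dose). Scaling to the median ORF body moved the median promoter change by dose from -0.21 to -0.33 on the log2 scale.

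Leaving out 1 further library moved the 712 bodies to between 111 and 970. It moved them by over 1.5 times without OsTIR1 untreated low replicate 2 (111), OsTIR1 untreated low replicate 1 (130), OsTIR1 untreated high replicate 1 (156), no OsTIR1 high replicates 1 (348) and 2 (368), or auxin high replicate 1 (397). The 192 bodies became 10 without either library lacking OsTIR1, 6 without OsTIR1 untreated high replicate 1, 0 without OsTIR1 untreated low replicate 2 (614 at an unadjusted p under 0.05, limma), 132 without auxin low replicate 1 and 1155 without auxin high replicate 2. The promoter counts of these 2 fits were not recomputed without single libraries.

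Values per library reversed under these settings. In the long-fragment libraries the highest point taken as the +1 position differed with auxin by -15.5 bp, and in the short-fragment libraries it differed between strains by -3.5 bp. Without smoothing the spacing differed with auxin by 0.5 bp, and without strata the amplitude differed by dose by -0.00194. The GAL1-GAL10 promoter differed with auxin by 0.127 in the 7 matching libraries, 0.0923 in the short-fragment and 0.115 in the long-fragment libraries. The GAL bodies differed with auxin by -0.0326 when scaled to the median ORF body, and between strains by -0.0868 in the short-fragment libraries. By dose they differed by -0.00606 with that scaling and by -0.223 in the 7 matching libraries. The region of 400 bp upstream of ADH1 differed by 0.693 between all OsTIR1 libraries and those without OsTIR1, past 0.05 by exact permutation before adjustment.

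With the replicate number as a block, the 6 limma counts were unchanged, and the auxin difference of the GAL bodies reversed to -0.0129. The differences between replicates correlated from -0.887 to 0.922 between groups. In the 3 OsTIR1 pairs these differences set a long-fragment against a short-fragment library, so the correlations that involve them cannot show whether the numbers pair libraries. Without these pairs only no OsTIR1 high against no OsTIR1 low remained, with r 0.226, a single value that does not settle it. The labels do not say that a replicate number marks a shared batch or day.

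Leaving out 1 library gave these ranges where the direction changed. The promoter-to-body ratio ranged from -0.53 to 0.0034 for auxin and from -0.41 to 0.12 for the strain. The +1 position ranged from -11 to 18.75 bp for auxin and from -0.25 to 17.75 bp for the strain. By dose the spacing ranged from -0.1 to 1.1 bp and the amplitude from -0.00621 to 0.00813. The GAL1-GAL10 promoter ranged from -0.760 to 0.303 for auxin and from -0.788 to 0.152 for the strain. The GAL bodies ranged from -0.0820 to 0.128 for auxin, from -0.0621 to 0.148 for the strain and from -0.0307 to 0.116 by dose. The 3 prime to 5 prime ratio ranged from -0.25 to 0.0076 for the strain.

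Replicate correlations moved with the bins. With 200 bp bins r was 0.173 for auxin high, 0.162 for OsTIR1 untreated high, 0.0606 for OsTIR1 untreated low and 0.962 for no OsTIR1 low. With a pseudocount of 0.01 it was 0.471, 0.407, 0.353 and 0.976 in that order, and 0.951 for no OsTIR1 high. With at least 111 fragments over the mean nuclear base, depth limits little; the number of libraries does, since the permutation tests of auxin, and of untreated OsTIR1 against no OsTIR1, cannot give a p below 0.0556 within labelled doses.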

Other observations

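The tests of the dose labels, depth, digestion in the ribosomal protein genes, the 3 prime to 5 prime ratio, ADH1, HIS3 and the splits of the 6 counts with labelled dose were chosen after the result was seen. The other tests were set before their own result was seen, but on patterns found in these same libraries, so all yield hypotheses.

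Replicates of the OsTIR1 strain that share a label differed widely. Low depth is argued against: the pair labelled OsTIR1 untreated low had r 0.288 with 15852569 and 18867440 fragments, while the pair without OsTIR1 at the high dose, with one library of 11182766, had 0.939. A candidate explanation is that the dose label of 4 libraries is not the dose they were digested with. All 4 of the libraries whose labelled dose differs from the file name lay nearer the mean projection index of the other dose. The 4 were set apart by file name and not by coverage, but this test was chosen after the result was seen. Their mean r with the matching libraries of their labelled dose was 0.148 to 0.402. Pairs of matching libraries of one dose had 0.866 to 0.979. These values argue against the labelled dose of these 4 libraries. What dose they received stays a hypothesis. Comparisons by label in the OsTIR1 strain carry this doubt.

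The library labelled OsTIR1 untreated, high dose, replicate 2 may come from auxin-treated cells. On the auxin direction of the short-fragment OsTIR1 libraries it lay at 1.47, where the other long-fragment library labelled untreated is 0 and the one labelled auxin is 1. Only the high minus low difference of the libraries without OsTIR1 was removed from this direction. The 2 low-dose libraries without OsTIR1 lay at 0.190 and -0.260, which gives the scale of the noise at their digestion only. The disputed and the auxin library had like projection indices (0.373 and 0.404), against 0.164 for the untreated one. Digestion is thus not excluded as the cause. The direction correlated with the long-fragment difference at r 0.444 across 5959 ORF bodies, which are not independent replicates. It is 1 library, and a difference between cultures was not tested.

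Among the short-fragment libraries, ORF body coverage differed with auxin. Stronger digestion of the auxin libraries is argued against as the cause of the whole pattern: across ORF bodies the change had r -0.0149 with the difference between the more and the less digested library without OsTIR1. Loss of nucleosome depletion over heavily transcribed genes is a candidate explanation. The 132 ribosomal protein gene bodies had a median log2 change of 0.30, against -0.0067 for other ORFs, and 130 lay above 0 (fry p 0.00388, camera p 0.0287). Without the disputed library and with the projection index the median was 0.29 (131 above 0; fry p 6.78e-05, camera p 0.00498), from fits that share libraries. In the long-fragment libraries it was 0.17 (123 above 0; fry p 0.631, camera p 0.483). That fit sets 1 auxin library against 2 labelled untreated, 1 of them of disputed auxin state, so it counts neither for nor against the pattern. The camera calls named here hold under fry. Stronger digestion is argued against as the whole cause in these genes too. With fragment length as a term the median was 0.27 in the short-fragment libraries (129 above 0; fry p 0.0178, camera p 0.0501) and 0.30 without the disputed library (131 above 0; fry p 0.00350, camera p 0.0315). Over the same genes the more digested library without OsTIR1 lay only 0.025 above the less digested one, relative to other ORFs. In the short-fragment fit the fragment length term rests mainly on this same pair (134 bp and 140.3 bp). That fit and this value are therefore not separate evidence. A part from digestion stays open, as do reads shared between paralogs and GC content, which were not tested. Of the 192 bodies called in the short-fragment libraries, 162 were among the 712 called without the disputed library, all with the same sign.

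The 3 prime to 5 prime ratio of long ORFs was lower with auxin. Digestion cannot be told apart here: the OsTIR1 library with the longest fragments had a ratio of 0.547, but its auxin state is disputed. Among the other long-fragment OsTIR1 libraries, auxin high replicate 1 (150.1 bp) had 0.452 and OsTIR1 untreated low replicate 1 (149.8 bp) had 0.681. These are single libraries of like fragment length but with projection indices of 0.404 and 0.164, so the pair does not decide. The slope between the 2 short-fragment libraries without OsTIR1 predicts a difference of -0.0287 for a fragment length difference of -2.56 bp, against -0.0701 observed.

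Coverage upstream of ADH1 was higher in the OsTIR1 strain. A further copy of the ADH1 promoter, from which OsTIR1 is expressed, could raise it and cannot be told apart from other causes. In the short-fragment libraries the 250 bp next to the ORF had a ratio of 1.91 and the ORF body 1.05, and in the long-fragment libraries they had 2.04 and 1.76. From 251 to 500 bp upstream the ratios were 1.29 and 1.47, with all OsTIR1 libraries above in both classes. From 501 to 750 bp they were 0.872 and 0.829, and beyond that between 0.678 and 1.19. An excess that ends upstream goes with a further copy, while the long-fragment ratio of the body does not. The body also varied with digestion, however. Without OsTIR1 it was 0.376 at the low and 0.811 at the high dose, so its ratio does not decide. Exchanged strain labels are argued against: 0 of the 7 OsTIR1 libraries had HIS3 body coverage within the range without OsTIR1.

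Other splits of the libraries say nothing about the 5 counts of 0 with labelled dose, because every split reaches a count of 0: 35 of 35 for promoters and for bodies with auxin, 35 of 35 for promoters by strain, and 100 of 100 drawn splits for promoters and for bodies by dose. For the 1 body by strain, 2 of 35 splits gave as many, so the count alone does not exclude chance. The other of these 2 splits parted the 4 short-fragment from the 4 long-fragment libraries and gave 4218 bodies. HIS3 itself, the body called, separated all 4 libraries without OsTIR1 from all 7 with it, which argues against chance for this gene. For auxin too the split with the most calls, 4473 promoters and 3686 bodies, was that of short-fragment against long-fragment libraries. By dose, the drawn split with the most calls had 5 short-fragment libraries on one side and 1 of 6 on the other (4586 promoters, 4374 bodies). For the 712 bodies without the disputed library, 1 of 10 splits, the real one, gave as many, and the share cannot fall under 0.1 with 3 libraries against 3.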
